# RNA-Seq Analysis of Pubertal Mammary Epithelial Cells Reveals Novel *n*-3 Polyunsaturated Fatty Acid Transcriptomic Changes in the *fat-1* Mouse Model

**DOI:** 10.3390/nu16223925

**Published:** 2024-11-17

**Authors:** Connor D. C. Buchanan, Rahbika Ashraf, Lyn M. Hillyer, Wangshu Tu, Jing X. Kang, Sanjeena Subedi, David W. L. Ma

**Keywords:** *n*-3 polyunsaturated fatty acids, eicosapentaenoic acid, docosahexaenoic acid, alpha-linolenic acid, mammary epithelial cells, RNA-Seq

## Abstract

Background: The early exposure of nutrients during pubertal mammary gland development may reduce the risk of developing breast cancer later in life. Anticancer *n*-3 polyunsaturated fatty acids (*n*-3 PUFA) are shown to modulate pubertal mammary gland development; however, the mechanisms of action remain unclear. Prior work focused on effects at the whole tissue level, and little is known at the cellular level, such as at the level of mammary epithelial cells (MECs), which are implicated in cancer development. Methods: This pilot study examined the effects of lifelong *n*-3 PUFA exposure on the transcriptome by RNA-Seq in the isolated MECs of pubertal (6–8-week-old) female *fat-1* transgenic mice capable of de novo *n*-3 PUFA synthesis. *edgeR* and *DESeq2* were used separately for the differential expression analysis of RNA sequencing data followed by the Benjamani–Hochberg procedure for multiple testing correction. Results: Nine genes were found concordant and significantly different (*p* ≤ 0.05) by both the DESeq2 and edgeR methods. These genes were associated with multiple pathways, suggesting that *n*-3 PUFA stimulates estrogen-related signaling (*Mlltl0*, *Galr3*, and *Nrip1*) and a glycolytic profile (*Soga1*, *Pdpr*, and *Uso1*) while offering protective effects for immune and DNA damage responses (*Glpd1*, *Garre1*, and *Rpa1*) in MECs during puberty. Conclusions: This pilot study highlights the utility of RNA-Seq to better understanding the mechanistic effects of specific nutrients such as *n*-3 PUFA in a cell-specific manner. Thus, further studies are warranted to investigate the cell-specific mechanisms by which *n*-3 PUFA influences pubertal mammary gland development and breast cancer risk later in life.

## 1. Introduction

Breast cancer (BC) is a leading cancer diagnosed worldwide, with 2.3 million cases reported in 2022 [1] and is associated with modifiable risk factors [2]. At least 30% of cancer cases have been associated with lifestyle and dietary habits, including the intake of different types of dietary fats [2]. A number of studies have demonstrated that increasing intakes of *n*-3 polyunsaturated fatty acids (*n*-3 PUFA), which are found in fish and marine oils, may have protective effects against BC [3,4,5]. In rodent models of BC, lifelong intake of *n*-3 PUFA has been shown to reduce tumor numbers, which may be attributed to its effects on mammary gland development [4,5]. During puberty, female rodents experience extensive growth of the mammary gland driven by rapidly proliferating epithelial cells which form club-like structures known as terminal end buds (TEBs) that contain tumor initiation sites [6,7]. These highly proliferating cells are also responsible for the maturation of the ductal network and are susceptible to cancer initiation [7,8]. The intake of *n*-3 PUFA has been reported to affect pubertal mammary gland development by delaying puberty onset and reducing the number of TEBs, as well as by affecting mammary epithelial cell fate [9,10]. These findings highlight a number of effects of *n*-3 PUFA, but the precise mechanisms of action remain elusive.

To date, most studies have taken a whole-mammary-gland approach. Thus, there remains much to learn at the cellular level concerning specific cell types within the mammary gland. Recent work using cutting-edge bulk RNA sequencing (RNA-Seq) in the analysis of thousands of transcripts in tandem on isolated mammary epithelial cells has revealed cell-specific changes during the course of mammary gland development in goats [11] and in experimental mouse studies [12]. The effects of diet and *n*-3 PUFA at the cellular level have provided powerful insights into isolated mouse colonocytes [13]. However, potential novel insights into the effects of *n*-3 PUFA at the cellular level by RNA-Seq have yet to be investigated.

The *fat-1* mouse model has previously been used to study the effects of lifelong *n*-3 PUFA exposure and its mechanisms of action in many diseases, including BC [5,6], and in mammary gland development [9,10]. The *fat-1* transgene from the roundworm *Caenorhabditis elegans* encodes for *n*-3 desaturase, enabling endogenous whole-body production of *n*-3 PUFA from *n*-6 PUFA, including in the mammary gland [9,10]. This genetic approach makes the study of *n*-3 PUFA and its causal effects possible using the transgenic *fat-1* mouse model while reducing confounding effects from dietary feeding [14], thereby allowing for a precise understanding of the mechanisms of action of lifelong *n*-3 PUFA intake. Thus, this pilot study investigates the transcriptomic effects of lifelong *n*-3 PUFA exposure in mammary epithelial cells isolated from female transgenic *fat-1* mice during puberty using bulk RNA-Seq.

## 2. Materials and Methods

### 2.1. Animals, Diets, and Phenotyping

Transgenic *fat-1* mice acquired from Dr. Kang (Harvard Medical School) were used to develop an in-house breeding colony on an FVB background at the University of Guelph, as previously described [5,9,10]. The mice were fed a modified AIN93G diet (Research Diets Inc., New Brunswick, NJ, USA) containing 10% fat (*w*/*w*) from safflower oil, rich in *n*-6 PUFA, providing 22% of the mouse’s total daily energy intake requirements, as previously described [10]. In brief, safflower oil contains 70% of the essential *n*-6 PUFA linoleic acid, which transgenic *fat-1* mice will endogenously utilize to synthesize individual *n*-3 PUFA in tissues, including in the mammary gland [9,10]. Female offspring were weaned and phenotyped at three weeks of age and maintained on their parental diets until termination at 6 to 8 weeks. In rodents, puberty mammary gland development has typically been described as occurring from the age of 4 weeks up to 10 weeks [6]. To minimize the number of animals, mice mammary glands were pooled to obtain a sufficient quantity of RNA for bulk RNA Seq from epithelial cells (*n* = 3). Each sample (*n* = 1) represents the pooling of inguinal mammary glands from 2 to 3 mice. Overall, there were *n* = 3 pooled samples each for wild-type (WT) and *fat-1* mice.

### 2.2. Euthanization, Tissue Collection, Epithelial Cell Isolation, and RNA Extraction

The mice were terminated and the right and left 4th and 5th mammary glands (MGs) were excised for epithelial cell isolation, as previously described [10]. A total of 6 to 8 mice were pooled for each analysis of epithelial cells (*n* = 3); lymph nodes were removed, and mammary epithelial cells were isolated using the Prater method, as previously described [10,15]. In brief, finely minced MGs were digested in collagenase/hyaluronidase (StemCell, cat # 07912) for 18 h at 37 °C to allow for tissue dissociation. The cells were washed in Hank’s balanced salt solution (Sigma, cat # H6648) and treated with ammonium chloride (Sigma, cat # A9434), Trypsin/EDTA (Sigma, cat # T4049), dispase (StemCell, cat # 07913), and DNAase 1 (Sigma, cat # D5025) to release the epithelial cells. Five million cells were used for total RNA extraction. RNA was extracted using the Purelink RNA Mini Kit (Thermo Fisher Scientific, cat # 12183018A) following the kit instructions. The purity of the RNA was assessed using the Agilent bioanalyzer 2100 where all samples had an RNA integrity number (RIN) greater than 9 (out of a 10-point scale). RNA samples were stored at −80 °C for later analysis.

### 2.3. RNA Sequencing and RNA Sequencing Analysis

The samples were sent to the Centre for Applied Genomics in the Hospital for Sick Children (Toronto, ON, Canada) for RNA sequencing. RNA sequencing was performed using the Illumina platform (paired-end reads of a 100 bp sequence), and mapped to the reference genome GRCM38 using HISAT2, as previously described [16]. The results were sent to Carleton University (Subedi) for further analysis. The pilot dataset was analyzed following the protocol from Pertea et al. [17] (the “new Tuxedo” package). The reads from the samples were mapped to the reference genome GRCM38 using HISAT2 [18]. All six samples had an overall alignment rate greater than 97%. The alignments were then passed to String Tie [17] for transcript assembly and quantification. The transcript abundance matrix from String Tie was then used for differential expression analysis using two different approaches: *edgeR* [19] and *DESeq2* [20]. 

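The deposited matrix held counts for 61880 rows in 3 *fat-1* and 3 WT samples, and 30683 rows had enough counts to be tested. With edgeR's quasi-likelihood test, 678 of the tested rows (2.21%) had an unadjusted *p*-value at or under 0.05, of which 329 were higher and 349 were lower in the *fat-1* samples. A threshold of 0.05 alone passes a share of about 0.05 of rows when there is no difference. On the same rows, edgeR's exact test gave 614 rows and DESeq2's Wald test gave 928 rows, 465 of them higher and 463 lower in the *fat-1* samples. The count rose most, to 1748 rows, with edgeR's likelihood ratio test on all 44496 rows with any count. It fell to 274 of 24061 by the quasi-likelihood test, and to 257 by the exact test, when the rows that belong to the same assembled locus were added together.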

The number of genes that had a *p*-value less than or equal to 0.05 were 606 and 1154 for *edgeR* and *DESeq2*, respectively (Supplementary Tables S1 and S2). Furthermore, the Benjamani–Hochberg procedure was used to adjust for multiple hypothesis testing [21] separately in the *edgeR* and *DESeq2* analyses. Using a threshold of 0.05 for the false discovery rate (FDR), 31 and 101 genes were identified as differentially expressed using *edgeR* and *DESeq2*, respectively (Supplementary Tables S3 and S4). 

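In the deposited counts, 0 rows had an adjusted *p*-value at or under 0.05 by edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment, beside 678 rows at the unadjusted threshold, and the smallest adjusted *p*-value was 0.920. With the same adjustment, 32 rows passed by edgeR's exact test (15 higher and 17 lower in the *fat-1* samples) and 93 rows by DESeq2 (48 higher and 45 lower). DESeq2 gave 186 rows on all rows with any count with its independent filtering and Cook's distance filter off. After the rows of each assembled locus were added together, the quasi-likelihood test gave 0 loci (274 at the unadjusted threshold), the exact test 6 and DESeq2 8. Leaving out each sample in turn gave 0 to 2 rows by the quasi-likelihood test, 47 to 95 by the exact test and 143 to 238 by DESeq2.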

Only genes with a known nomenclature are reported in this paper.

## 3. Results

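RNA was sequenced from mammary epithelial cells isolated from the inguinal mammary glands of female *fat-1* and WT mice, with 3 pooled samples of each genotype. The *fat-1* transgene encodes a roundworm desaturase that makes *n*-3 PUFA from *n*-6 PUFA, and both genotypes were fed the same diet with 10% fat by weight. The mice were aged 6 to 8 weeks. The methods give 2 to 3 mice for each pooled sample and, in the paragraph on cell isolation, 6 to 8 mice pooled for each analysis. The authors mapped the reads to GRCm38, assembled transcripts with StringTie and deposited estimated whole-number counts without normalization. The counts summed to between 208717948 and 212324313 in the *fat-1* samples (median 212314129) and between 204539059 and 232148824 in the WT samples (median 210090848). Of the rows, 29009 were annotated genes, 26446 were rows of loci assembled from the reads with a gene symbol and 6425 were rows of such loci without a symbol. StringTie gives each assembled locus a number, and 5916 of the 53912 loci had more than 1 row, for example a row with the gene symbol and a row without it. In such a locus, the counting can place the reads of a single gene in either row. A locus can also hold rows of different genes, such as *Galr3* and *Gcat*, so its sum is not always the level of the named gene. The 9 genes of Figure 1 are therefore given below both as the row with the symbol and as the sum of the rows of the locus. Fold changes are for *fat-1* relative to WT, so a positive value is a higher level in the *fat-1* samples. Rows were tested with edgeR's quasi-likelihood test after its filter on low counts and TMM normalization. CPM are relative to each sample's normalized total. The biological coefficient of variation was 0.451 for rows and 0.302 for locus sums. A two-sided exact permutation test of 3 against 3 samples cannot give a *p*-value below 0.1.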

Significant differences in the total RNA expression of 11 genes using *edgeR* (Table 1) and 45 genes using *DESeq2* (Table 2) were identified from the isolated mammary epithelial cells of *fat-1* mice compared to WT mice (adjusted *p* ≤ 0.05). Analysis using *edgeR* showed that there were five downregulated and six upregulated genes compared to WT mice (Table 1). 

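By edgeR's exact test with Benjamini–Hochberg adjustment, 12 rows with known nomenclature had an adjusted *p*-value at or under 0.05, of which 5 were higher and 7 were lower in the *fat-1* samples. They were the 11 genes of Table 1 and *Map3k4* (adjusted *p* = 0.0452). In the quasi-likelihood test all 11 genes had an unadjusted *p*-value at or under 0.05 and an adjusted *p*-value of 1.00. For all 11 genes the values of the *fat-1* samples lay apart from those of the WT samples. Chance gives this for 10% of genes, but these were chosen by a test on the same samples, so it adds no evidence. The rows of 9 of the 11 genes belonged to loci with other rows. The exceptions were *Slc24a2* and *Terc*, and both had few counts. *Slc24a2* (chromosome 4, 86983124 to 87230477, GRCm38) had 0, 3 and 0 counts in the *fat-1* samples and 15, 19 and 11 in the WT samples, which is at least 4.80-fold lower in the *fat-1* samples. *Terc*, the telomerase RNA component (chromosome 3, 96414437 to 96414859), had 2 counts in each *fat-1* sample and 20, 12 and 13 in the WT samples, at least 4.88-fold lower. DESeq2 gave them adjusted *p*-values of 0.113 and 0.0843.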

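By DESeq2's Wald test with Benjamini–Hochberg adjustment, 44 rows with known nomenclature had an adjusted *p*-value at or under 0.05, of which 18 were higher and 26 were lower in the *fat-1* samples. They were 44 of the 45 genes of Table 2. The other gene, *Pcdha9*, was removed by the filter on low counts. It had 0 counts in each *fat-1* sample and 14, 21 and 8 in the WT samples, at least 4.55-fold lower in the *fat-1* samples. In 36 of the 42 tested genes whose locus had other rows, and in 6 of the 9 genes of Figure 1, the change of those other rows, of any size, had the sign opposite to that of the row with the symbol. The median absolute log2 fold change was 1.62 for the rows, which were chosen by their *p*-values, and 0.06 for the locus sums. Where a row holds a small share of its locus, the sum stays about level whatever the row does. By the quasi-likelihood test, 5 locus sums had an unadjusted *p*-value at or under 0.05, those of *Arl4a*, *Rapgef3*, *Rn7s1*, *Rn7s6* and *Xpo4*. The row with the symbol made up nearly all of the *Rn7s1* locus. The *Xpo4* row held 25.1% of its locus in the *fat-1* samples and 41.6% in the WT samples. The *Xpo4* locus sum had a log2 fold change of −0.34 (standard error 0.09). The loci of *Arl4a* and *Rapgef3* had no other row. *Arl4a* was lower in the *fat-1* samples, with a log2 fold change of −1.09 (standard error 0.16), and *Rapgef3* was higher, with 0.38 (standard error 0.14). Some of the differences came from part of the WT samples. *Rn7s1* had 1000, 1165 and 730 counts in the *fat-1* samples and 1445, 38552 and 19311 in the WT samples, and its locus sum had a log2 fold change of −4.30 (standard error 1.06). *Plin3* had 748, 433 and 389 counts in the *fat-1* samples and 691, 10847 and 8934 in the WT samples, but its locus sum was 89.5 ± 9.87 CPM (SD, *n* = 3) and 91.6 ± 9.49 CPM, a log2 fold change of −0.04 (standard error 0.12).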

For *DESeq2* analysis, there were 18 downregulated and 27 upregulated genes in the *fat-1* mice compared to WT mice (Table 2). Of these genes, nine were found to be significant across both the *edgeR* and *DESeq2* methods (adjusted *p* ≤ 0.05), where five genes were downregulated, and four genes were upregulated (Figure 1). 

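In the deposited counts, 0 rows had an adjusted *p*-value at or under 0.05 by both edgeR's quasi-likelihood test and DESeq2 with Benjamini–Hochberg adjustment, beside 678 and 928 rows with an unadjusted *p*-value at or under 0.05. With edgeR's exact test and DESeq2, both on all rows with any count, 29 rows passed by both methods. Of these, 9 had known nomenclature, 5 higher and 4 lower in the *fat-1* samples, and 8 of them were among the genes of Figure 1. With edgeR's likelihood ratio test in place of the exact test, 43 rows passed, with 17 of known nomenclature and all 9 genes of Figure 1. After the rows of each locus were added together, 0 loci passed by both the quasi-likelihood test and DESeq2, beside 274 and 359 loci at the unadjusted threshold. In the rows with the gene symbol, *Mllt10*, *Galr3*, *Pdpr*, *Garre1* and *Gpld1* were higher in the *fat-1* samples, and *Nrip1*, *Soga1*, *Uso1* and *Rpa1* were lower. On the rows kept by the filter, the adjusted *p*-values of the 9 genes lay between 1.1e-06 and 0.0450 by the exact test of edgeR, and all 9 passed by DESeq2.

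**Figure D1:**
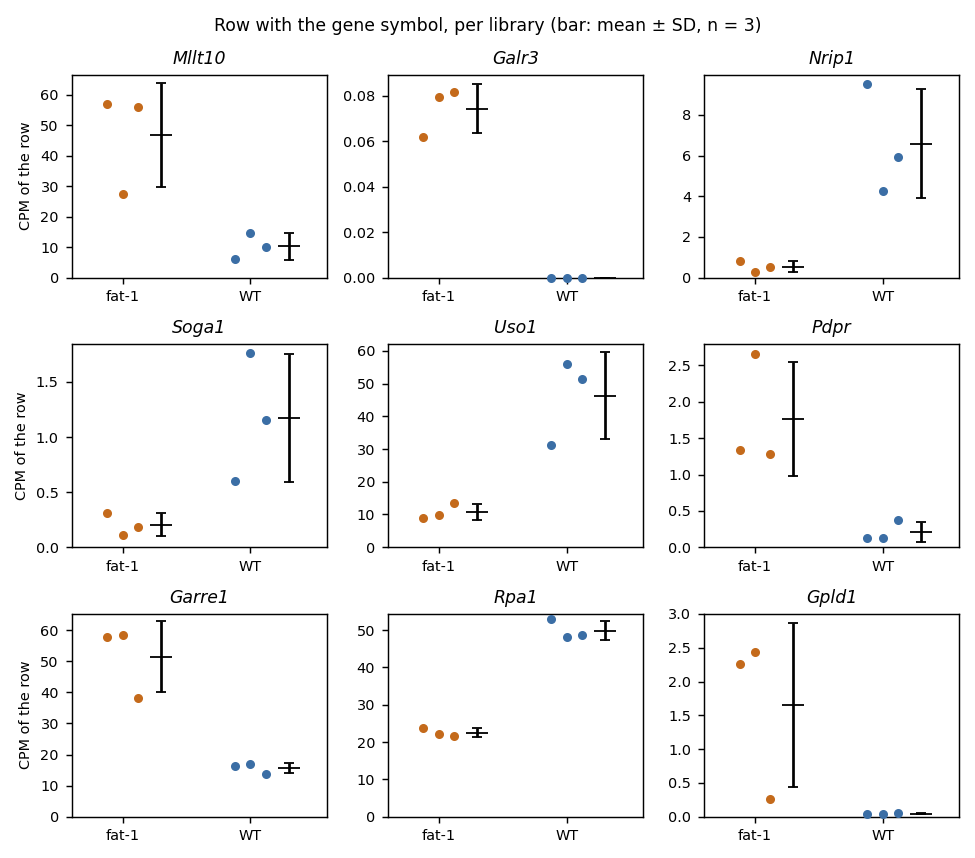
CPM of the row with the gene symbol in each *fat-1* (orange) and WT (blue) sample for the 9 genes, with the mean and SD of the 3 samples beside the points. The vertical axes are linear, start at 0 and differ between genes, and in all 9 genes the *fat-1* and WT points do not overlap.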

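Among the 9 genes, the smallest absolute log2 fold change of a row with the gene symbol was 1.14, for *Rpa1*. The largest fitted value was 7.00, for *Galr3*, which had 0 counts in every WT sample. That fitted value depends on the small count edgeR adds before taking logarithms, and the counts themselves give at least 5.05-fold more in the *fat-1* samples. The next largest was 5.18 for *Gpld1* (standard error 0.95), which lay between 4.79 and 5.69 when each sample was left out in turn. The median absolute log2 fold change of the 9 rows was 2.53, or 2.34 with *Galr3* at its bound. For the sums of the rows of each locus, the median was 0.07, and it was 0.0226 without *fat-1* sample 1 and 0.113 without WT sample 1. The 9 rows were chosen by their *p*-values, and some hold a small share of their locus, whose sum then says little about the row. The largest sum, 0.46 for *Gpld1*, lay between −0.27 and 0.81 with a sample left out.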

The log2 fold changes for nine overlapping genes ranged from 1.14 to 7 (Figure 1).

A comparison of key pathways revealed distinct gene expression patterns between *fat-1* and WT mice. This study found that genes associated with estrogen-related signaling were stimulated with the downregulation of *mixed-lineage leukemia (Mllt10/AF10)* and a gene of *galanin receptor 3* (*Galr3)* and the upregulation of an essential marker of mammary gland development *nuclear receptor interacting protein 1* (*Nrip1/RIP140*) in *fat-1* mice compared to WT mice (Figure 1). 

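The row with the symbol *Mllt10* (chromosome 2, 18055237 to 18212388, GRCm38) had 46.8 ± 16.9 CPM (SD, *n* = 3) in the *fat-1* samples and 10.3 ± 4.36 CPM in the WT samples. Its log2 fold change was 2.19 (standard error 0.44; adjusted *p* = 1.00 by edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). The other row of its locus went the opposite way, with 42.5 ± 17.6 CPM in the *fat-1* samples and 74.5 ± 10.8 CPM in the WT samples. The sum of both rows had a log2 fold change of 0.07 (standard error 0.11), a difference within the spread of the samples. The *Mllt10* row held 52.6% ± 19.4 of the counts of the locus in the *fat-1* samples and 12.4% ± 6.24 in the WT samples. *Galr3* had 13, 17 and 17 counts in the *fat-1* samples and 0 in each WT sample. Relative to the totals of the WT samples before normalization, a count of 0 allows up to 0.0143, 0.0129 and 0.0147 CPM. *Galr3* overlaps another gene, so its counts are uncertain. *Nrip1* (chromosome 16, 76287400 to 76373827) had 0.549 ± 0.274 CPM in the *fat-1* samples and 6.58 ± 2.68 CPM in the WT samples in the row with its symbol, a log2 fold change of −3.58 (standard error 0.52). This row held 0.744% ± 0.339 of the counts of the *Nrip1* locus in the *fat-1* samples and 8.63% ± 3.28 in the WT samples. The locus sum was 72.8 ± 3.82 CPM and 76.0 ± 4.42 CPM, with a log2 fold change of −0.07 (standard error 0.09). The *Nrip1* and *Galr3* rows hold a small share of their loci, so these sums say little about whether a change of the row was offset. The two-sided exact permutation *p*-value was 0.1 for each of the rows, the smallest that 3 against 3 samples allow, and 0.5, 0.7 and 0.2 for the locus sums of *Mllt10*, *Galr3* and *Nrip1*. From lower *Mllt10* and *Galr3* and higher *Nrip1* in *fat-1* mice, the paper states that genes of estrogen-related signaling were stimulated.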

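*Soga1* (chromosome 2, 157015799 to 157079254, GRCm38) had 66, 23 and 39 counts in the *fat-1* samples and 129, 398 and 238 in the WT samples in the row with its symbol. The log2 fold change of this row was −2.53 (standard error 0.55), and the row held 0.888% ± 0.307 (SD, *n* = 3) of the counts of its locus in the WT samples and 0.182% ± 0.130 in the *fat-1* samples. With all rows added together, the *Soga1* locus had 122 ± 25.1 CPM in the *fat-1* samples and 128 ± 26.2 CPM in the WT samples. *Uso1* (chromosome 5, 92137938 to 92202798) had 10.8 ± 2.38 CPM in the *fat-1* samples and 46.2 ± 13.3 CPM in the WT samples, a log2 fold change of −2.10 (standard error 0.29). The other row of the *Uso1* locus changed in the opposite direction, from 142 ± 8.05 CPM in the WT samples to 169 ± 9.42 CPM in the *fat-1* samples. *Pdpr* (chromosome 8, 111094630 to 111137074) had 282, 570 and 266 counts in the *fat-1* samples and 27, 29 and 76 in the WT samples, a log2 fold change of 3.08 (standard error 0.57). Its row held 4.54% ± 2.11 of the counts of the locus in the *fat-1* samples and 0.540% ± 0.355 in the WT samples. The locus sums of *Soga1*, *Uso1* and *Pdpr* had log2 fold changes of −0.08, −0.06 and 0.03, with standard errors of 0.20, 0.10 and 0.10, and exact permutation *p*-values (two-sided) of 0.9, 0.5 and 0.8. For *Soga1* and *Pdpr* the other row makes up nearly all of the sum, which would stay about level whatever the row with the symbol did.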

The study also found that the changes in gene expression involved in glycolysis were upregulated, as indicated by the upregulation of *suppressor of glucose (Soga1)*, which is a negative regulator of gluconeogenesis, and *uso1 vesicle docking factor (Uso1)*, which is a regulator of insulin stimulus and the downregulation of *pyruvate dehydrogenase phosphatase regulatory subunit (Pdpr*) in *fat-1* mice compared with WT mice. On the other hand, there were effects in genes regulating immune and DNA damage responses with an upregulation in *granule associated rac and rhog effector* 1 (*Garre1)* and *replication protein a1* (*Rpa1)* along with a downregulation in *glycosylphosphatidylinositol specific phospholipase d1* (*Glpd1)* in *fat-1* mice compared to WT mice.

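*Garre1*, which is listed in the counts under its earlier symbol *4931406P16Rik* (chromosome 7, 34236707 to 34313551, GRCm38), had 51.5 ± 11.4 CPM (SD, *n* = 3) in the *fat-1* samples and 15.7 ± 1.65 CPM in the WT samples in the row with its symbol. The log2 fold change was 1.71 (standard error 0.21). The other row of the *Garre1* locus fell from 63.4 ± 7.85 CPM in the WT samples to 24.7 ± 13.0 CPM in the *fat-1* samples, and the locus sum had a log2 fold change of −0.06 (standard error 0.10), between −0.11 and 0.03 with a sample left out. *Rpa1* (chromosome 11, 75298166 to 75348324) had 22.6 ± 1.17 CPM in the *fat-1* samples and 49.9 ± 2.57 CPM in the WT samples, a log2 fold change of −1.14 (standard error 0.12). This row held 32.9% ± 1.49 of the counts of the *Rpa1* locus in the *fat-1* samples and 77.7% ± 6.45 in the WT samples. The log2 fold change of its locus sum was 0.09 (standard error 0.10). *Gpld1* (chromosome 13, 24943152 to 24992501) had 474, 523 and 55 counts in the *fat-1* samples and 10, 8 and 11 in the WT samples. The sum of the 3 rows of the *Gpld1* locus was 9.69 ± 6.90 CPM in the *fat-1* samples and 7.00 ± 2.36 CPM in the WT samples, a log2 fold change of 0.46 (standard error 0.52). The exact permutation *p*-values (two-sided) of the locus sums of *Garre1*, *Rpa1* and *Gpld1* were 0.9, 0.4 and 0.8. From the changes in these genes, the paper states that there were effects in genes regulating immune and DNA damage responses.

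**Figure D2:**
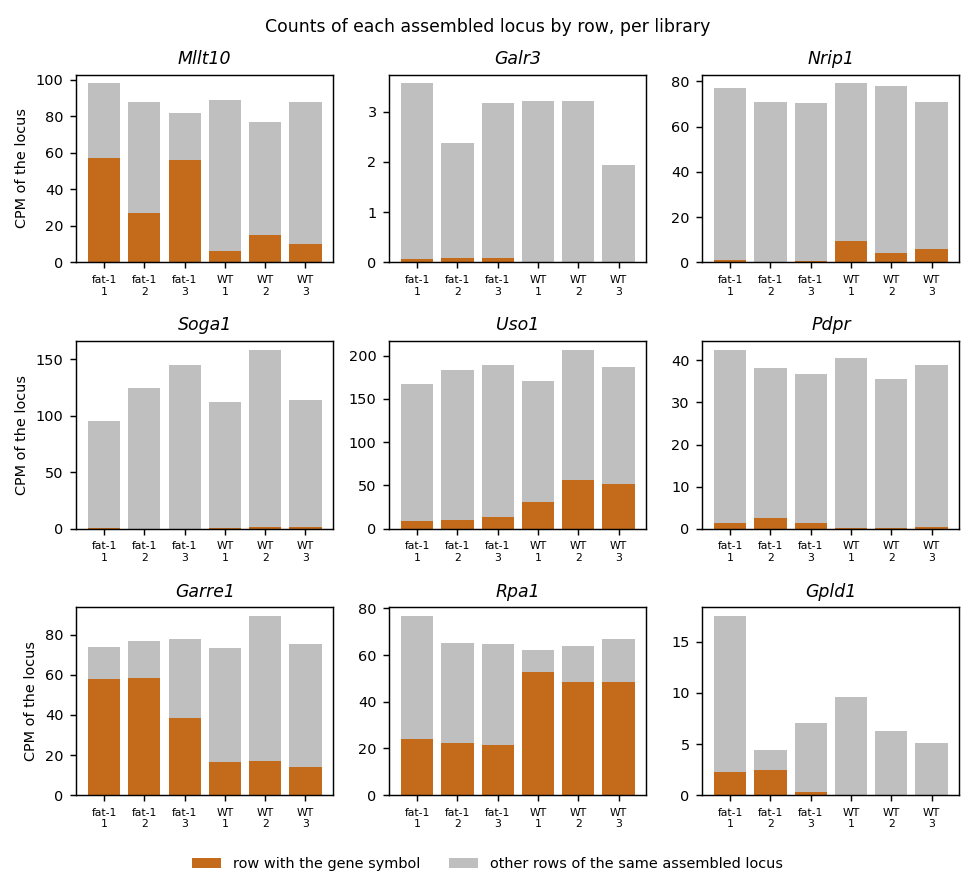
CPM of the assembled locus of each of the 9 genes in each sample, as stacked bars from 0. The part from the row with the gene symbol (orange) differs between *fat-1* and WT samples, while the full height of the bar, the sum with the other rows of the locus (grey), overlaps between the genotypes. In the *Galr3* panel the other row is the gene *Gcat*.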

## 4. Discussion

This study has identified, in pubertal mammary epithelial cells, using RNA-Seq, differential expression of genes attributable to the presence or absence of *n*-3 PUFA in the transgenic *fat-1* mouse model. Using the transgenic *fat-1* mouse model [9,10], which is capable of de novo *n*-3 PUFA synthesis, this genetic approach provides evidence of within-cell gene expression changes attributable to *n*-3 PUFA. Thus, providing novel insight into how *n*-3 PUFA affects mammary gland development, a key lifecycle stage that potentially can reduce the development of mammary tumors.

At the onset of puberty, estrogen activity largely promotes the rapid growth and expansion of the ducts as TEBs invade to the edge of the fat pad to mature the ductal network [7]. Estrogen binds to its receptor ERα acting on the epithelium to sustain proliferation during ductal elongation [7]. Elevated prepubertal estrogen levels cause earlier puberty onset and increase the risk of BC potentially due to an increased number of proliferative TEBs [8]. Previous studies have demonstrated that prepubertal exposure to *n*-3 PUFA delays puberty onset, lowers estradiol and proliferation and reduces TEBs [9,10]. 

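*Galr3* lies on the plus strand of chromosome 15 from 79041885 to 79043558 (GRCm38). Of its 1245 exonic bases, 363 are shared with an annotated *Gcat* gene on the same strand, from 79030901 to 79042531. Another annotated *Gcat* gene, from 79030874 to 79038353, ends before *Galr3*, and the row name does not say which of these the *Gcat* row stands for. The authors' assembly placed *Galr3* and *Gcat* in a single locus, so reads from the shared bases could be counted for either gene. The *Gcat* row had 2.96 ± 0.613 CPM (SD, *n* = 3) in the *fat-1* samples and 2.78 ± 0.737 CPM in the WT samples, a log2 fold change of 0.09 (standard error 0.28). The *Galr3* row had 0.0743 ± 0.0108 CPM in the *fat-1* samples, which was 2.55% ± 0.804 of the counts of the locus. It had 0 counts in each WT sample, so in the deposited columns this row was higher in the *fat-1* samples.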

Consistent with these findings, this study found that *n*-3 PUFA decreases expression of the estrogen-responsive *Galr3*, which has been shown to increase five-fold with estradiol treatment in the female rat anterior pituitary gland [22]. While complete understanding of *Galr3* remains elusive, studies suggest *Galr3* exerts its function through Gi/Go to G proteins, leading to the inhibition of adenyl cyclase that perturbs the phosphorylation of CREB and is more expressed during proliferation of the mammary gland [29,30]. Thus, these changes in *Galr3* could suggest that *n*-3 PUFA contributes to reducing estrogen and proliferation. However, our lab more recently reported that lifelong *n*-3 PUFA exposure also increases ERα protein expression and the relative number of luminal mammary epithelial cells, suggesting additional effects on mammary epithelial cell differentiation [10]. Consistent with this finding, this study found that lifelong *n*-3 PUFA exposure decreases *Mllt10/AF10*, a cofactor of the disruptor silencing 1 like (DOT1L) responsible for di- and tri-histone H3-lysine 79 (H3K79) methylation [24,31]. One study found that H3K79 methylation depletes as mammary epithelial cells lose lineage commitment and become dedifferentiated [32]. While further investigation is required, this effect was hypothesized to occur through a hormonal and/or paracrine mechanism [32], which may be possible as a more recent study has shown that estrogen treatment enhances DOT1L and ERα interaction [33]. Consistent with this hypothesis, this study revealed a significant upregulation of *Nrip1*/*RIP140*, a critical estrogen-signaling mediator of ductal morphogenesis during pubertal mammary gland development [25]. A previous study reported that *RIP140* functions as a cofactor that is recruited with ERα to promote ERα-targeted gene expression [25]. The loss of *RIP140*, as seen in *RIP140* knockout mice, reduced luminal epithelial cells and impaired TEB formation during puberty [25]. While *RIP140* knockout mice were found to have lower numbers of TEBs than *RIP140* transgenic mice, due to impaired TEB formation, it was shown that overexpression of *RIP140* increases the number of alveolar buds that differentiate from TEBs [25]. Thus, these findings suggest that lifelong *n*-3 PUFA exposure increases estrogen-related signaling pathways under lower estrogen as a potential mechanism during pubertal mammary gland development.

While increasing estrogen-related signaling has also been shown to promote aerobic glycolysis in purified primary mammary mouse epithelial cells [34], limited evidence supports the hypothesis that *n*-3 PUFA increases the estrogen-related signaling that results in the promotion of glycolytic activity. Notably, a study in the triple-negative BC cell line MDA-MB-231 demonstrated that the *n*-3 PUFA, docosahexaenoic acid (DHA), decreased glycolytic activity and mitochondrial respiration [35]. In contrast, the authors also found that applying low concentrations of DHA (15 μM and 25 μM) to the human epithelial cell line of MCF-10A resulted in increased glycolytic utilization [35]. Consistent with these findings, this study shows that *n*-3 PUFA induces a glycolytic profile in healthy mammary epithelial cells during puberty. In mammary epithelial cells, lifelong *n*-3 PUFA exposure upregulated *Soga1*, which promotes glycolysis and reduces gluconeogenesis [27], and *Uso1*, which is highly expressed in glucose response [28], along with the downregulation of *Pdpr*, a gene involved in progressing acetyl-CoA into the citric acid cycle [36]. This glycolytic-like profile may align with evidence suggesting that *n*-3 PUFA can prolong the G1 phase of the cell cycle in embryonic stem cells, as glycolysis can occur during the G1 phase [37]. This halt in cell cycle progression in G1 has been reported to occur despite the presence of oxygen and functional mitochondria via aerobic glycolysis, also known as the Warburg effect [38,39]. More recently, the Warburg effect was found to occur not only in cancer cells but also uniquely in normal proliferating cells, maintaining intracellular pH during cell division [38]. Thus, these findings collectively suggest that *n*-3 PUFA could adaptively modulate metabolic activity in mammary epithelial cells differently in healthy and disease conditions, thus warranting further investigation.

The effects of *n*-3 PUFA mediating the immune and DNA damage response have been widely reported. Previous studies have suggested that *n*-3 PUFA have anticancer effects through the immune system, such as by suppressing CD4+ T-cell activation and reorganizing cell signaling [40]. Consistent with this, we found that lifelong *n*-3 PUFA exposure downregulates *Glpd1*, a phospholipase D1 glycosylphosphatidylinositol anchor, in which splenic CD4+ T cells were found to be downregulated in phospholipase D1 (PLD1) knockout mice [23]. Furthermore, phospholipase D inhibition was shown to reduce BC invasion by lowering PLD1 [23], which is consistent with a study that shows that treatment with essential *n*-6 PUFA increases PLD1 and BC invasion in vitro [41]. However, we also observed an upregulation in *Garre1*, a master regulator of the CCR4-Not complex binding activity with critical roles in the immune system [42,43,44]. The diverse functions of the CCR4-Not complex, such as cell cycle control, chromatin modification, and transcription activity, allow for the rapid adaption of gene expression in response to environmental changes [42]. A previous study showed that the CCR4-Not complex regulates genomic stability [43], making it a target of interest for cancer therapies [44]. In tandem, we also found that *n*-3 PUFA *Rpa1*, which supports genomic integrity with essential roles in DNA replication, recombination, and repair [26], is decreased in HER2-positive BC [45]. *Rpa1* is also highly expressed in the immune system of mice, particularly in the lymph nodes and spleen, where it plays a crucial role in maintaining T-cell homeostasis [46]. Thus, these findings suggest that *n*-3 PUFA could have critical effects on mammary epithelial cells that are important for maintaining immune function during development, warranting further investigation.

This pilot study has strengths and limitations that should be considered. These results are exclusive to total mammary epithelial cells in 6- to 8-week-old female *fat-1* mice, which consist of both luminal and myoepithelial cells. This study also had a relatively small sample size of three per group. Nevertheless, we used two robust bioinformatic techniques appropriate for small sample sizes [47]. Additionally, the oestrous stage of each mouse was not determined, which could add variability to the results due to higher progesterone and cell proliferation levels during diestrus [48]. 

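Marker genes of luminal and basal (myoepithelial) cells, counted over all rows of their loci, were present in all 6 samples but differed between samples of the same genotype. The luminal keratin *Krt8* had 903, 211 and 343 CPM in *fat-1* samples 1 to 3 and 644, 398 and 220 CPM in WT samples 1 to 3. The basal keratin *Krt5* had 181, 33.9 and 67.5 CPM in the *fat-1* samples and 110, 58.9 and 32.2 CPM in the WT samples. The mean log2(CPM + 1) of the luminal markers followed that of the basal markers across the 6 samples (Pearson's r = 0.971, exact permutation *p* = 0.0153, adjusted *p* = 0.0458 over 6 relations; Spearman's rho = 0.886, exact permutation *p* = 0.0333, adjusted *p* = 0.1). Without the 2 samples farthest from the median, r was 0.893. By the camera test with Benjamini–Hochberg adjustment, the luminal hormone-sensing, luminal progenitor and basal markers had adjusted *p*-values of 0.969, 0.617 and 0.969 for the rows with the gene symbol and 0.624, 0.272 and 0.772 for the locus sums. The luminal progenitor markers were lower in *fat-1* (adjusted *p* = 0.0312) when WT sample 3 was left out. RNA of other cell types was also counted. The fibroblast gene *Dcn* had between 902 and 2085 CPM, and the immune cell gene *Ptprc* between 156 and 408 CPM. The immune markers moved against the mean of the luminal and basal markers (r = −0.996, exact permutation *p* = 0.00278, adjusted *p* = 0.0167; rho = −0.943, exact permutation *p* = 0.0167, adjusted *p* = 0.1), and r was −0.992 without the 2 samples farthest from the median.

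**Figure D3:**
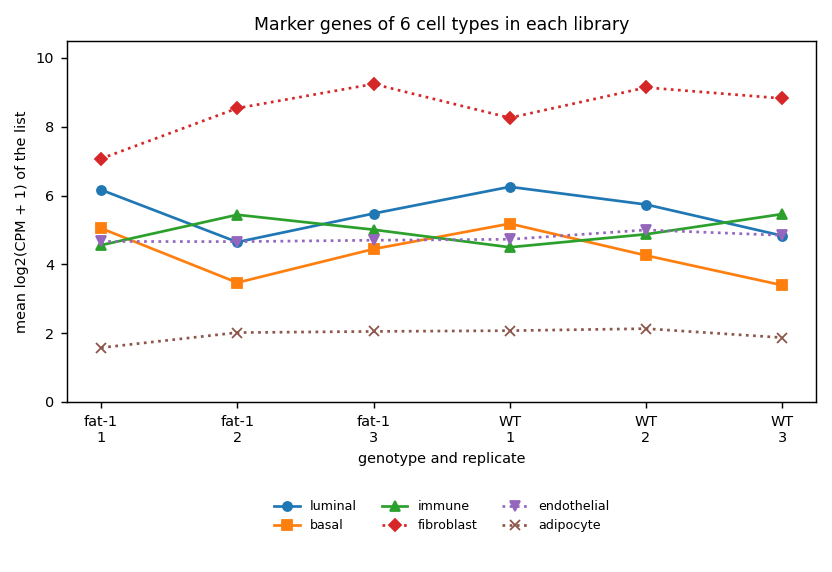
Mean log2(CPM + 1) of the marker genes of 6 cell types (vertical axis, from 0) in each *fat-1* and WT sample (horizontal axis). Lines join the values of a cell type, and the luminal, basal and immune markers differ more between samples of the same genotype than between the genotypes.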

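Rows with the symbol of a protein-coding gene held 68.2% ± 0.622 (SD, *n* = 3) of the counts in the *fat-1* samples and 68.5% ± 0.631 in the WT samples. Long intergenic non-coding RNAs held 0.370% ± 0.0404 and 0.340% ± 0.0322, pseudogenes 2.16% ± 0.122 and 2.12% ± 0.0961, and small or structural RNAs 0.682% ± 0.144 and 0.672% ± 0.0138. Rows without a gene symbol held 27.6% ± 0.573 of the counts in the *fat-1* samples and 27.4% ± 0.692 in the WT samples. Such rows can lie in the locus of a named gene, as for *Nrip1*, *Soga1* and *Pdpr*, so this is not the share of unannotated RNA. None of these shares differed between the genotypes by more than the spread of the samples (two-sided exact permutation *p* between 0.5 and 0.9, where 3 against 3 samples cannot go below 0.1).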

Lastly, this study utilized total RNA, including both mRNA and non-coding RNA; however, total RNA has the largest gene library available for clinical use [49,50]. Despite these limitations, this study demonstrated the utility of determining cell-specific changes in gene expression by RNA-Seq. Further, the use of the *fat-1* model made it possible to study the effects of *n*-3 PUFA on mammary gland development without the potential confounding effects of dietary intake [9,10].

## 5. Conclusions

In conclusion, this study advances our fundamental knowledge of the role of *n*-3 PUFA in pubertal mammary gland development in female *fat-1* mice utilizing cutting edge RNA-Seq technology and bioinformatics approaches. These findings suggest that lifelong *n*-3 PUFA exposure may have long-term protective effects for BC prevention mediated at the level of mammary epithelial cells. Therefore, future studies are warranted to investigate the effects of *n*-3 PUFA on mammary gland development within specific cell types, leading to a better understanding of how diet contributes to reduced BC risk later in life.

## Figures and Tables

**Figure 1:**
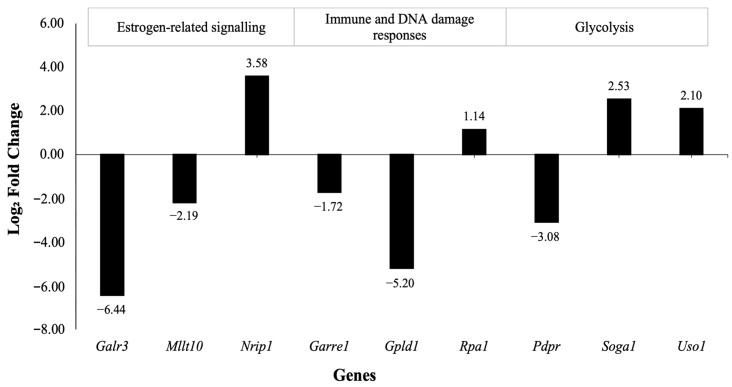
Comparison of concordant and differentially expressed genes (*p* ≤ 0.05) across both *edgeR* and *DESeq2* in isolated mammary epithelial cells of 6- to 8-week-old female transgenic *fat-1* mice (*n* = 3) relative to WT mice (*n* = 3). Data are *DESeq2*. See methods and details in Table 1.

**Table 1:** Effects of lifelong *n*-3 polyunsaturated fatty acid exposure on gene expression in isolated pubertal mammary epithelial cells between *fat-1* and WT mice assessed by *edgeR*.

Gene	Log_2_ Fold Change	Adjusted *p*-Value	Function(s):	NIH National Library of Medicine Gene ID
*edgeR*				
*Galr3* *, galanin receptor 3	−7.00	<0.0001	Positive regulation of transcription by RNA polymerase II, G-protein-coupled receptor signaling pathway, peptide hormone binding activity, estrogen response marker [22]	14429
*Garre1*, granule associated rac and rhog effector 1	−1.71	<0.0001	Enables CCR4-Not complex binding activity and Rac signaling production	233103
*Gpld1* *, glycosylphosphatidylinositol-specific phospholipase d1	−5.18	<0.0001	Enables phospholipase D activity, sodium channel regulator, positive regulator of HDL particle clearance, positive regulation of insulin secretion in response to glucose, regulation of triglyceride metabolic process, immune cell recruitment [23]	14756
*Mllt10* (AF10) *, mixed-lineage leukemia	−2.19	<0.0001	Enables histone and nucleosome binding, positive regulation of transcription by RNA polymerase II, H3K79 methylation regulation by DOT1L [24]	17354
*Nrip1 (RIP140)* *, nuclear receptor interacting protein 1	3.58	<0.0001	Negative regulator of transcription by RNA polymerase II, Circadian rhythm, lipid storage, histone deacetylase complex, retinoid X receptor binding activity. Role in estrogen signaling and mammary gland development [25]	268903
*Pdpr* *, pyruvate dehydrogenase phosphatase regulatory subunit	−3.08	<0.0001	Enables oxidoreductase activity	319518
*Rpa1* *, replication protein a1	1.14	<0.0001	Enables chromatin binding activity, DNA repair, DNA replication, DNA recombination [26]	68275
*Slc24a2*, solute carrier family 24 member 2	3.72	<0.0001	Enables calcium channel activity	76376
*Soga1* *, suppressor of glucose	2.53	<0.0001	Insulin receptor signaling, macronutrient metabolism, negative regulation of gluconeogenesis, regulation of autophagy [27]	N/A
*Terc*, telomerase rna component	2.80	<0.0001	Involved in telomere maintenance and chromosomal repair	21748
*Uso1*, uso1 vesicle docking factor	2.10	<0.0001	Regulation of insulin stimulus, secretory granule localization, small GTPase signal transduction, intracellular protein transport, marker of glucose utilization [28]	56041

Data are log_2_ fold change. Change in total RNA expression within isolated total mammary epithelial cells of transgenic *fat-1* mice, which genetically reflects lifelong *n*-3 polyunsaturated fatty acid (*n*-3 PUFA) exposure [10], compared to female wildtype (WT) mice on a *n*-6 polyunsaturated fatty acid (*n*-6 PUFA)-rich diet aged 6 to 8 weeks. Three pooled samples from *fat-1* and WT mice underwent RNA sequencing, performed using the Illumina platform (paired-end reads of a 100 bp sequence), and mapped to reference genome GRCM38 using HISAT2 [18]. Differential expression analysis was performed using *edgeR* followed by multiple testing correction using the Benjamani–Hochberg procedure to control for the false discovery rate (FDR) at 5% [21]. Using a threshold of an FDR-adjusted *p*-value of 0.05 revealed 31 genes that were differentially expressed by *edgeR*. Of these, 11 genes with an known nomenclature are reported in this Table. * Genes that were identified as differentially expressed compared to the WT using the edgeR method after Benjamani–Hocheburgh adjustment for multiple hypothesis testing. Gene functions were found using Gene ID description from the NIH National Library of Medicine on 4 November 2023. References were provided for additional gene functions not listed in the NIH National Library of Medicine.

**Table 2:** Effects of lifelong *n*-3 polyunsaturated fatty acid exposure on gene expression in isolated pubertal mammary epithelial cells between *fat-1* and WT mice assessed by *DESeq2*.

Gene	Log_2_ Fold Change		Adjusted *p*-Value	Function(s):	NIH National Library of Medicine Gene ID
*DESeq2*					
*Arfip1*, adp ribosylation factor interacting protein 1	−1.33	<0.0001	Enables phosphatidylinositol-4-phosphate binding activity; negative regulator of retrograde transport	99889	
*Arl4a*, adp ribosylation factor-like gtpase 4	1.10	<0.0001	Enables GTP binding activity	11861	
*B3gat3*, beta-1,3-glucuronyltransferase 3	1.79	0.01	Enables galactosylgalactosylxylosylprotein 3-beta-glucuronosyltransferase activity and protein phosphatase activator activity	72727	
*Baz2b*, bromodomain adjacent to zinc finger domain 2b	−0.84	0.001	Enables DNA binding activity; Chromatin remodeling	407823	
*Chchd2-ps*, coiled-coil-helix-coiled-coil-helix domain containing 2	1.61	0.046	N/A	433806	
*Clpp*, caseinolytic mitochondrial matrix peptidase proteolytic subunit	1.10	0.001	Enables ATP-dependent peptidase; membrane protein proteolysis and protein quality control	53895	
*Csf2rb2*, colony stimulating factor 2 receptor subunit beta	−2.96	0.036	Enables cytokine receptor activity; cytokine-mediated signaling	12984	
*Cspp1*, centrosome and spindle pole-associated protein 1	−0.48	0.0004	Positive regulator of cytokinesis	211660	
*Dhcr7*, 7-dehydrocholesterol reductase	−4.23	0.03	Enables 7-dehydrocholesterol reductase activity (lipid metabolism)	13360	
*Dohh*, deoxyhypusine hydroxylase	1.16	0.0001	Enables deoxyhypusine monooxygenase activity and iron ion binding activity; acts upstream of or within peptidyl-lysine modification to peptidyl-hypusine	102115	
*Galr3* *, galanin receptor 3	−6.44	0.002	Positive regulation of RNA polymerase II; G-protein-coupled receptor signaling pathway; peptide hormone binding activity; estrogen response marker [22]	14429	
*Garre1* *, granule-associated rac and rhog effector 1	−1.72	<0.0001	Enables CCR4-Not complex binding activity; Rac signaling	233103	
*Gigyf1*, grb10 interacting gyf protein 1	−0.82	<0.0001	Involved in insulin-like growth factor receptor signaling	57330	
*Glg1*, golgi apparatus protein 1	−0.57	<0.0001	Enables cell surface interactions; fibroblast growth factor binding activity; negative regulator of beta receptor signaling pathway	20340	
*Gpatch8*, g-patch domain containing 8	1.42	0.0004	Enables metal ion activity and nucleic acid binding activity	237943	
*Gpld1* *, glycosylphosphatidylinositol-specific phospholipase d1	−5.20	<0.0001	Enables phospholipase D activity; sodium channel regulator; positive regulator of HDL particle clearance; positive regulation of insulin secretion in response to glucose; regulation of triglyceride metabolic process, immune cell recruitment [23]	14756	
*Hnrnpl*, heterogeneous nuclear ribonucleoprotein l	0.51	0.003	Enables mRNA-binding protein activity; regulator of alternative mRNA splicing	15388	
*Map3k4*, mitogen-activated protein kinase 4	5.05	0.0003	Enables protein kinase activity; positive regulator of JUN kinase activity	26407	
*Med8*, mediator complex subunit 8	0.67	<0.0001	Enables RNA polymerase II cis-regulator region DNA binding activity	80509	
*Mllt10* (*AF10*) *, mixed-lineage leukemia	−2.19	0.002	Enables histone and nucleosome binding; positive regulator of transcription by RNA polymerase II, regulating H3K79 methylation by DOT1L [24]	17354	
*Morc4*, morc family cw-type zinc finger 4	0.90	0.007	Enables methylated histone binding activity	75746	
*Nrip1 (RIP140)* *, nuclear receptor interacting protein 1	3.58	<0.0001	Negative regulator of transcription by RNA polymerase II, Circadian rhythm, lipid storage, histone deacetylase complex, retinoid X receptor binding activity Role in estrogen signaling and mammary gland development [25]	268903	
*Pbxip1*, pbx homeobox interacting protein 1	1.80	0.02	Enables transcription coactivator activity, histone H3-K56 acetylation, extracellular matrix organization	229534	
*Pcdha9*, protocadherin alpha 9	6.23	0.011	Enables calcium binding activity; involved in cell adhesion	192161	
*Pdpr* *, pyruvate dehydrogenase phosphatase regulatory subunit	−3.08	0.0002	Enables oxidoreductase activity	319518	
*Per1*, period circadian regulator 1	−0.69	0.008	Involved in circadian rhythm	18626	
*Phc3*, polyhomeotic homolog 3	−2.06	0.03	Negative regulator of transcription, PcG protein complex, chromatin binding activity, histone binding activity	241915	
*Plin3*, perilipin 3	3.67	0.013	Involved in lipid storage and positive regulator of sequestering of triglyceride	66905	
*Pnp*, purine nucleoside phosphorylase	−1.64	0.023	Enables guanosine phosphorylase activity and purine nucleoside phosphorylase activity	18950	
*Prdm11*, pr/set domain 11	−1.05	0.042	Enables chromatin binding activity; negative regulator of cell growth	100042784	
*Rapgef3*, rap guanine nucleotide exchange factor 3	−0.38	0.033	Enables guanyl-nucleotide exchange factor activity.	223864	
*Rbm26*, rna binding motif protein 26	0.95	0.0003	Enables RNA binding activity; involved in mRNA processing	74213	
*Rn7s1*, 7s rna	4.30	0.002	N/A	103948	
*Rn7s6*, 7s rna- 6	5.18	0.001	N/A	109568	
*Rpa1* *, replication protein a1	1.14	<0.0001	Enables chromatin binding activity, DNA repair, DNA replication, DNA recombination [26]	68275	
*Rrp8*, ribosomal rna processing 8	1.93	0.036	Enables methylated histone binding activity; involved in cellular response to glucose starvation, intrinsic apoptotic signaling pathway by p53 class mediator, chromosome organization	101867	
*Sfr1*, swi5-dependent homologous recombination repair protein 1	0.56	0.007	Enables nuclear receptor coactivator activity, double-stand break repair, cell cycle, DNA repair	67788	
*Soga1* *, suppressor of glucose	2.53	0.008	Insulin receptor signaling, macronutrient metabolism, negative regulation of gluconeogenesis, regulation of autophagy [27]	N/A	
*Stard9*, star-related lipid transfer domain containing 9	2.14	0.046	Enables ATP hydrolase activity; involved in microtube movement and spindle assembly	668880	
*Tbc1d10a*, tbc1 domain family member 10a	0.91	<0.0001	Enables GTPase activator activity and PDZ domain binding activity; positive regulator of hydrolase activity; involved in protein transport	103724	
*Tmc8*, transmembrane channel like 8	−1.72	<0.0001	Enables TNF-alpha binding activity, zinc homeostasis; regulation of extrinsic apoptosis signaling death receptors	217356	
*Tpt1-ps3*, tumor protein, translationally controlled	4.17	0.005	Cell growth and proliferation	100043703	
*Uso1* *, uso1 vesicle docking factor	2.10	<0.0001	Regulation of insulin stimulus, secretory granule localization, small GTPase signal transduction, intracellular protein transport, glucose response marker [28]	56041	
*Vps13b*, vacuolar protein sorting 13 homolog b	0.84	<0.0001	Involved in protein transport	666173	
*Xpo4*, exportin 4	1.07	<0.0001	Enables nuclear export signal receptor activity	57258	

Data are log_2_ fold change. Change in total RNA expression within isolated total mammary epithelial cells of transgenic *fat-1* mice, which genetically reflects lifelong *n*-3 polyunsaturated fatty acid (*n*-3 PUFA) exposure [10], compared to female wildtype (WT) mice on a *n*-6 polyunsaturated fatty acid (*n*-6 PUFA)-rich diet aged 6 to 8 weeks. Three pooled samples from *fat-1* and WT mice underwent RNA sequencing, performed using the Illumina platform (paired-end reads of a 100 bp sequence), and mapped to reference genome GRCM38 using HISAT2 [18]. Differential expression analysis was performed using *DESeq2* followed by multiple testing correction using the Benjamani–Hochberg procedure to control for false discovery rate (FDR) at 5% [21]. Using a threshold of the FDR-adjusted *p*-value of 0.05 revealed 101 genes that were differentially expressed by *DESeq2*. Of these, 45 genes with a known nomenclature are reported in this Table. * Genes that were identified as differentially expressed compared to the WT using the DeSeq2 method after the Benjamini–Hocheburgh adjustment for multiple-hypothesis testing. Gene functions were found using the Gene ID description from the NIH National Library of Medicine on 4 November 2023. References were provided for additional gene functions not listed in the NIH National Library of Medicine.

## Data Availability

The authors declare that all data supporting the study findings are within the article, and the RNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE281867 (Available online: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE281867 (accessed on 14 November 2024).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu16223925/s1.

How the deposited data were processed for this re-analysis (not part of the article)

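RNA was sequenced from 6 pooled samples of isolated mammary epithelial cells, 3 from *fat-1* mice and 3 from WT mice, and the genotype and replicate number of each sample were taken from the sample labels and the column names. No value column was left without a sample. The authors mapped the reads to GRCm38 with HISAT2, assembled and quantified transcripts with StringTie, and deposited 1 matrix of estimated counts per row, as whole numbers without normalization. The paper's text does not state how StringTie's coverage was turned into counts, which annotation and StringTie version were used, or whether strand was used, so counts of overlapping genes are uncertain. The paper and the sample labels give the extracted molecule as total RNA, and the labels also name an mRNA library, so whether RNA without a poly(A) tail was kept is uncertain. The counts of each sample summed to between 204539059 and 232148824, so that a count of 1 is worth less than 0.01 CPM, and the 3 samples of each genotype rather than the depth limit the precision for all but the rarest RNAs. Blank lines between the rows of the matrix were skipped. Since the values are whole numbers, rounding changed nothing.

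The table has 61880 rows, and 44496 of them had any count. Rows whose names share an assembled locus number were also added together, which gave 53912 loci, of which 24061 were tested. A row was taken to have a known nomenclature when it had a gene symbol that was not Gm followed by a number. Gene positions are from the GENCODE annotation of GRCm38, matched by symbol.

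Differential expression was tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, with genotype as the only term, filterByExpr (30683 rows), TMM normalization, Benjamini–Hochberg adjustment and a threshold of 0.05. The planned design named the default fit of edgeR 4, and the installed function takes the older fit unless told otherwise. The newer fit was used because the older one had been planned as the alternative. This was settled after both had been seen to give 0 rows past the adjusted threshold, with 678 rows at the unadjusted threshold by the newer fit and 637 by the older. A standard error is the log2 fold change divided by the square root of the F statistic. DESeq2 1.42.0 and edgeR's exact and likelihood ratio tests were run as alternatives. Gene lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01. The lists were estrogen targets, glycolysis, gluconeogenesis, pyruvate dehydrogenase and citric acid cycle, DNA replication and repair, the CCR4-NOT complex, PUFA-responsive lipid synthesis, markers of luminal hormone-sensing, luminal progenitor, basal, adipocyte, fibroblast, immune and endothelial cells, and RNA without a poly(A) tail, and genes named by the paper were left out of them. Exact permutation tests used log2(CPM + 1) and were two-sided. For a sample with a count of 0, the level it allows was set at 3 counts, and a fold against a genotype whose samples all had at most 3 counts is given as a bound. Floors cover counting error only.

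The tests were tried on simulated counts in which 200 rows were changed, with the real means and library sizes. With the spread of the real rows, 194 changed rows passed the filter. The quasi-likelihood test called 36 of them (18.6%) and 6 unchanged rows, the exact test 101 and 73 unchanged rows, and DESeq2 118 and 128 unchanged rows. With a coefficient of variation of 0.15, the tests recovered 93.0%, 93.0% and 91.5% of the 200 changed rows.

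The genes for which differences were examined one by one were all genes of Table 1 and Table 2 of the paper, of which the text names a part, the other rows of the loci of the 9 genes called by both methods, the 3 rows with a symbol and the smallest adjusted *p*-value in each direction, the row without a symbol with the smallest adjusted *p*-value in each direction, and the 2 members with the smallest *p*-value of each gene list where these were under 0.05. Some marker genes from the lists and *Prpf19* are also named in the text, and which ones to name was decided after the data were seen. The alternatives were other filters, normalizations, tests and designs, sums per locus, only rows with a symbol, and leaving out each sample. Plots and summaries were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.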

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

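The tests of both results below were chosen after the results were seen, except the camera test of the immune markers, which had been planned. The row without a symbol and *Cd79a* are listed in the paper's supplementary tables, and its text discusses neither.

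An assembled row without a symbol had 9925, 5274 and 2142 counts in the *fat-1* samples and 0 in each WT sample, which is at least 1874-fold higher in the *fat-1* samples. It was the only row with at least 100 counts in each sample of a genotype and none in the other, and no row showed this in the other direction. It belongs to the locus of *Prpf19* on chromosome 19 (10895231 to 10909559, GRCm38), and the *Prpf19* row was lower in the *fat-1* samples, with a log2 fold change of −0.41 (standard error 0.19). The sum of both rows had a log2 fold change of 0.0163 (standard error 0.12). The values are consistent with reads of *Prpf19* having been assigned to the row without a symbol in the *fat-1* samples, with the expression of the whole locus at a similar level in both genotypes. A genotype difference in the transcripts made from this locus would give the same counts and was not tested.

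RNA of immune cells was present in each of the 6 samples of isolated epithelial cells, although the lymph nodes were removed before isolation. *Ptprc*, which is expressed in white blood cells, had 156 CPM in the sample with the least and 408 CPM in the sample with the most. *Cd79a*, a B cell gene, lay between 266 and 520 CPM, and *Cd74* between 455 and 1033 CPM. All 12 immune markers were above 1 CPM in every sample, and the median over these markers of the lowest CPM was 12.5. Since markers of B cells, T cells and myeloid cells were all present, immune cells in the isolates are a candidate source of this RNA. The markers as a list did not differ between the genotypes by camera (adjusted *p* = 0.969, or 0.772 with locus sums, with Benjamini–Hochberg adjustment), so no effect of *fat-1* on the amount of immune RNA was detectable, and cells from residual lymphoid tissue, blood or the gland itself cannot be separated with these counts.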

How the results depend on the processing

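The alternatives were set before the data were examined, except those named here as added after the data were seen. The cause of each change was not tested unless one is given.

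The number of rows past an adjusted *p*-value of 0.05 (Benjamini–Hochberg adjustment throughout) was 0 by edgeR's quasi-likelihood test, with 678 rows at the unadjusted threshold. It was also 0 without a filter, with at least 10 counts in every sample, with DESeq2's size factors, with library size only, with the older or the robust fit, with rows with a symbol only, and with locus sums, where 1136, 592, 671, 662, 637, 651, 479 and 274 passed unadjusted. Other tests moved it: 32 by edgeR's exact test, 38 by its likelihood ratio test and 93 by DESeq2. On all rows with any count, it was 49 by the exact test, 111 by the likelihood ratio test and 91 by DESeq2, 90 with DESeq2's independent filtering off and 186 with its Cook's distance filter off as well. Locus sums gave 8 by DESeq2 and, added after the data were seen, 6 by the exact test. Also added were the likelihood ratio test with an epithelial marker score of each sample as a covariate, which gave 55, and the exact test with classic dispersions, which gave 59.

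Leaving out each sample gave 0 to 2 rows by the quasi-likelihood test, with 2 without WT sample 1. Added after the data were seen, it gave 47 to 95 by the exact test and 143 to 238 by DESeq2, with the lowest without WT sample 2 and DESeq2's highest without *fat-1* sample 1. The numbers for known nomenclature were 12 by the exact test and 44 by DESeq2. They became 20 by the exact test without a filter, 2 by the exact test on locus sums and 5 by DESeq2 on locus sums, and lay from 18 to 42 and from 56 to 106 with a sample left out. The 44 by DESeq2 were 18 higher and 26 lower in *fat-1*, and with a sample left out from 22 to 60 and from 26 to 69. More were higher than lower only without WT sample 2 or WT sample 3. The number past the threshold by both edgeR and DESeq2, 0 with the quasi-likelihood test, became 29 with the exact test and 43 with the likelihood ratio test on all rows with any count. With settings added after the data were seen it was 30 on filtered rows and 29 with dispersions estimated without a design and at least 10 counts in total.

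The number at the unadjusted threshold, 678 (329 higher and 349 lower in *fat-1*), became 1136 (560 and 576) without a filter, and on all rows with any count 1748 (847 and 901) by the likelihood ratio test, 1088 (535 and 553) by DESeq2 with independent filtering on or off, and 1255 (615 and 640) with its Cook's distance filter off as well. Locus sums gave 274 (115 and 159), or 359 (153 and 206) by DESeq2. Leaving out a sample gave from 635 to 986, from 336 to 494 higher and from 299 to 492 lower, with the most without WT sample 3. With the epithelial marker score as a covariate, added after the data were seen, 550 rows were higher and 466 lower, and locus sums gave 553 (282 and 271).

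The replicate numbers are shared by both genotypes, but nothing says that they pair the samples. The deviations of each sample's log2 CPM from the mean of its genotype were compared across rows. For same-numbered samples these deviations had correlations of 0.27, −0.03 and 0.04. With the replicate number as a block, 0 rows passed the adjusted threshold by the quasi-likelihood test (784 at the unadjusted threshold), and locus sums with the block gave 376 at the unadjusted threshold, 119 of them higher in *fat-1* and 257 lower. Added after the data were seen, the block gave 48 rows by the likelihood ratio test and 186 by DESeq2, 72 of known nomenclature. With the block, 2 gene lists passed.

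The share of loci whose row with a symbol and other rows changed in opposite directions was 82.6% for rows at the unadjusted threshold and 68.6% over all loci with at least 2 tested rows. No locus was left for rows past the adjusted threshold. No gene list passed an adjusted *p*-value of 0.05 by camera, and 3 passed with locus sums: endothelial markers (0.0371), estrogen targets (0.0371) and fibroblast markers (0.0420). Between 0 and 2 passed with a sample left out. None passed by fry, with an estimated correlation or with library size only.

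The rows compared one by one were the 46 tested genes of Table 1 or Table 2, the 3 list members with an unadjusted *p*-value under 0.05, and the other rows with the smallest *p*-values. For 17 of these 52 rows, 14 of them genes of Table 1 or Table 2, the sum of the rows of the locus had the opposite sign. All 17 sums lay within 1 standard error of 0 by the quasi-likelihood test (standard errors 0.0710 to 0.346). They do not show that a direction reversed. The *Rpa1* row held 32.9% of the counts of its locus in the *fat-1* samples and 77.7% in the WT samples, and its change was not seen in the sum. The *Rrp8* row held 1.03% and 3.97%. The sum of such a locus stays about level whatever the row does, so it cannot show that the change was lost. The log2 fold changes of the locus sums by the quasi-likelihood test, DESeq2 and the block were −0.0216, −0.0144 and −0.0480 for *Arfip1*, 0.0155, 0.0204 and 0.0159 for *B3gat3*, 0.0236, 0.0291 and 0.0226 for *Clpp*, −0.144, −0.140 and −0.185 for *Csf2rb2*, −0.00620, −0.000386 and −0.00801 for *Cspp1*, −0.0581, −0.0530 and −0.0532 for *Garre1*, −0.0846, −0.0789 and −0.0836 for *Glg1*, 0.00926, 0.0145 and 0.00915 for *Gpatch8*, 0.00837, 0.0138 and 0.00753 for *Hnrnpl*, 0.0170, 0.0238 and 0.0224 for *Pfkl*, −0.0879, −0.0861 and −0.136 for *Pnp*, 0.0164, 0.0214 and 0.0152 for *Rbm26*, 0.0942, 0.0997 and 0.0907 for *Rpa1*, 0.00917, 0.0135 and 0.0109 for *Rrp8*, 0.0772, 0.0825 and 0.0707 for *Tbc1d10a*, −0.0283, −0.0231 and −0.0273 for the row without a symbol of the *Sfr1* locus, and 0.101, 0.106 and 0.108 for that of the *Paxx* locus. By DESeq2 alone, *Vps13b* also had the opposite sign (0.00270). With the epithelial marker score, added after the data were seen, the locus sums with the opposite sign were 0.0172 for *B3gat3*, 0.0323 for *Clpp*, −0.199 for *Csf2rb2*, −0.00505 for *Cspp1*, −0.0606 for *Garre1*, −0.0604 for *Glg1*, 0.00985 for *Gpatch8*, 0.00853 for *Hnrnpl*, 0.00608 for *Morc4*, 0.0273 for *Pfkl*, −0.133 for *Pnp*, 0.00538 for *Rbm26*, 0.0955 for *Rpa1*, 0.00687 for *Rrp8*, 0.0797 for *Tbc1d10a*, −0.0262 for the row without a symbol of the *Sfr1* locus and 0.116 for that of the *Paxx* locus. Over all 52 rows, 1073 of 1397 comparisons kept their direction and side of the adjusted threshold, 255 passed the threshold in the same direction and 69 had the opposite sign.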

Differences from the paper's values

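The paper's values below are those of its text and tables. By edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment, 0 rows had an adjusted *p*-value at or under 0.05 (678 at the unadjusted threshold), against the paper's 31. Of the alternatives set before the data were examined, edgeR's exact test (32) and likelihood ratio test (38) on the filtered rows came within 1.5 times the paper's number. The exact test without a filter (49), the likelihood ratio test without a filter (111), and the other filters, normalizations, fits, locus sums, the block and the samples left out by the quasi-likelihood test (0 to 2) did not. The exact test with dispersions estimated without a design matrix gave 31, and it gave 31 with TMM factors from before the filter and totals of the kept or of all rows, but these settings were chosen after seeing the values. With classic dispersions it gave 59, and the likelihood ratio test gave 55 with an epithelial marker score and 48 with the block.

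For known nomenclature, the quasi-likelihood test gave 0 genes against the paper's 11. The paper's 5 downregulated and 6 upregulated genes stand against 0 and 0. The exact test gave 12, with 5 higher in *fat-1* and 7 lower, and the likelihood ratio test 16, with 6 higher and 10 lower, so that its lower genes were still more than 1.5 times the paper's 6. No other alternative set before the data were examined closed these gaps. The exact test with dispersions estimated without a design matrix gave 11 (5 and 6), also with TMM factors from before the filter, in settings chosen after seeing the values. Of the other settings chosen after seeing the values, the exact test with classic dispersions came within 1.5 times the paper's 5 (with 7) and the likelihood ratio test with the block within 1.5 times its 6 (with 8).

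By both methods, 0 genes of known nomenclature passed (678 rows by edgeR and 928 by DESeq2 at the unadjusted threshold), against the paper's 9, with its 5 downregulated and 4 upregulated genes against 0 and 0. The exact test and DESeq2 on all rows with any count, set before the data were examined, gave 9 (5 higher and 4 lower in *fat-1*), of which 8 were the paper's genes. The likelihood ratio test and DESeq2 on all rows with any count gave 17 (7 and 10), which included the paper's 9 and came within 1.5 times the paper's 5 only, and locus sums gave 0. On filtered rows the exact test and DESeq2 gave 10 (5 and 5), and with dispersions estimated without a design matrix and rows with at least 10 counts in total they gave 9 (5 and 4), all of them the paper's genes. These 2 settings were chosen after seeing the values. With DESeq2 on rows with at least 10 counts in total, also chosen after seeing the values, the numbers of rows were 101 past the adjusted and 1154 past the unadjusted threshold, 45 of them with known nomenclature past the adjusted threshold (18 higher and 27 lower in *fat-1*), and *Pcdha9* was among them. The exact test with dispersions without a design matrix gave 606 at the unadjusted threshold. DESeq2 with a total of at least 2 gave 91 and 1088 and with at least 6 gave 94 and 1142, which were also tried after seeing the values. *Pcdha9*, removed here by the filter, also passed with both of these, with DESeq2 on all rows with any count, which was set before the data were examined, and, in settings chosen after seeing the values, without WT sample 3 or any 1 of the *fat-1* samples. All 11 genes of Table 1 passed by the exact test on the filtered rows.

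The paper's log2 fold changes have the sign of WT relative to *fat-1* in the deposited columns. On that scale, 0 of the 11 genes of Table 1 and 0 of the 44 tested genes of Table 2 differed from the values here. In the supplementary tables, all 31, 101, 606 and 1154 rows had the opposite sign to *fat-1* relative to WT. After a change of sign, 606 of 606 edgeR values matched, with a largest difference of 4.8e-05. Of the DESeq2 values 1149 of 1154 matched, and the largest difference was 1.28. The paper states in its text that *Mllt10*, *Galr3*, *Pdpr* and *Gpld1* were downregulated in *fat-1* mice and that *Nrip1*, *Soga1*, *Uso1* and *Rpa1* were upregulated. In the deposited columns the rows of the former were higher in the *fat-1* samples and those of the latter lower. For *Garre1*, Table 1 of the paper gives a negative log2 fold change and the text an upregulation, and its row was higher in the *fat-1* samples, with a log2 fold change of 1.71.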

Other observations

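The tests on the splits of the samples, on the rows of a locus, on the gene lists and on RNA without a poly(A) tail were set before their results were seen. The tests on the sign of the fold changes and on the markers across samples were chosen after the results were seen.

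Rows of the same assembled locus tended to change in opposite directions. Among the 218 loci with a row of known symbol at the unadjusted threshold, the other rows went the opposite way in 180 (82.6%), against 50.3% ± 3.32 (SD) in 10000 random pairings matched on mean count (permutation *p* = 0.0001, the smallest they can give). The median absolute log2 fold change was 0.96 for these rows, which were chosen by their *p*-value, and 0.06 for their locus sums. Over all 5371 loci with at least 2 tested rows it was 0.19 and 0.06, with opposite changes in 68.6%, against 49.6% in random pairings. Within samples of the same genotype, the deviations of the row with a symbol and of the other rows were compared in 4621 loci. Their median correlation across samples was −0.394, against 0.00150 in random pairings, and 44.9% of the loci had a correlation under −0.5, against 21.3%. At matched count levels, 3.53% of the rows of loci with several rows passed the unadjusted threshold, against 0.393% of the rows of loci with a single row. The share was higher in 10 of 10 count levels. However, if single rows vary less, a shared dispersion trend would make their test conservative, which was not tested. A candidate explanation is that the assembly and counting placed the reads of a locus in different rows from sample to sample, with or without a genotype difference, and all of these values are consistent with it. It would add differences between rows without a change in the expression of the locus. A difference between the genotypes in the transcripts made from a locus would also give opposite changes and stays open. Of the 9 genes that the paper calls by both methods, the other rows had the opposite sign in 6. For *Mllt10*, *Uso1*, *Garre1* and *Rpa1* the change of the other rows was beyond its spread. For *Nrip1* (0.06, standard error 0.11) and *Pdpr* (−0.03, standard error 0.13) it was within it, and for *Soga1*, *Gpld1* and *Galr3* the other rows had the same sign as the row with the symbol, so an opposite change was not shown for these 5 genes.

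The genotypes did not separate the samples more than other splits of them. Of the 10 splits of the 6 samples into 3 and 3, the real one included, 10 gave at least as many rows past the adjusted threshold as the genotypes by edgeR's exact test (32) and 9 by DESeq2 (93), and 7 gave as many locus sums by the exact test (6). By the quasi-likelihood test the genotypes gave 0 rows past it, a count that any split reaches, so this comparison decides nothing. At the unadjusted threshold of the quasi-likelihood test, 10 of 10 gave as many as the 678 of the genotypes, and the others gave 689 to 5596. Most or all splits gave as many, so these counts show no excess of rows with the genotypes. They do not exclude a genotype effect, since the other splits can also carry differences between the samples. With 10 splits the share could not have been under 0.1 in any case. The split with the most put *fat-1* sample 1 and WT samples 1 and 2 against the other samples, with 1070 rows by the exact test and 3070 by DESeq2. Those 3 samples had the 3 highest epithelial marker scores, 5.75, 5.85 and 5.18. Across the 6 samples the score was opposed to the immune markers (r = −0.996), and less to the fibroblast markers (r = −0.487, exact permutation *p* = 0.321), although r was −0.817 without the 2 samples farthest from the median. A candidate explanation is that the share of epithelial against immune cells differed between the isolates of the same genotype. A difference in sequencing depth is argued against by the highest total, which was 1.13 times the lowest. The correlation of the totals with the score was 0.124 (exact permutation *p* = 0.839) and −0.588 without the 2 samples farthest from the median, so its direction is not settled. Pools of different mice, of different age within 6 to 8 weeks or of different cycle stage are open and were not tested.

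The opposite sign of the paper's fold changes has 2 explanations that were looked at. If *fat-1* was the reference level in the authors' fit, all fold changes would equal those here after a change of sign. The alphabetical order of the column names would give this reference level. Of the edgeR values 606 of 606 matched, to within 4.8e-05, as did 1149 of 1154 DESeq2 values. The largest DESeq2 difference was 1.28, and its cause was not tested. An exchange of the genotype labels of the columns would give the same 606, and since the table has no row for the transgene, this cannot be told apart from these counts.

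*Terc*, *Rn7s1* and *Rn7s6*, RNAs without a poly(A) tail, were lower in the *fat-1* samples. The other 59 rows of such RNAs had a median log2 fold change of 0.0238 (95% interval −0.03 to 0.07), and 26 were lower, which argues against a general difference between the genotypes in the amount of such RNA. By camera the list of these RNAs had an adjusted *p*-value of 0.735. The counts of *Rn7s1* and *Rn7s6* were high in WT samples 2 and 3 but not in WT sample 1, where they were 1445 and 87.

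The processes that the paper names were also looked at through other genes. Tested with camera and Benjamini–Hochberg adjustment over 15 lists, the estrogen targets had an adjusted *p*-value of 0.218 (median log2 fold change −0.14), glycolysis 0.969 (0.08), DNA replication and repair 0.969 (−0.00) and the immune markers 0.969 (0.07). None of these passed, and lists of 12 to 22 genes with 3 samples of each genotype leave open whether they changed. The remaining lists had adjusted *p*-values of 0.949 for gluconeogenesis, 0.969 for pyruvate dehydrogenase and citric acid cycle, 0.735 for the CCR4-NOT complex, 0.949 for PUFA-responsive lipid synthesis, 0.406 for adipocyte, 0.218 for fibroblast and 0.218 for endothelial markers. With locus sums, the estrogen targets (adjusted *p* = 0.0371) passed with a median of −0.16, lower in *fat-1*, as did endothelial and fibroblast markers. The leave-outs also changed which lists passed. Without *fat-1* sample 3, these were estrogen targets (adjusted *p* = 0.0278) and fibroblast markers (0.000818), without WT sample 1 endothelial (0.0229) and fibroblast markers (0.0449), and without WT sample 3 adipocyte and luminal progenitor markers (both 0.0312). None of the lists passed under fry. Of the members of the lists, *Mcm7* (log2 fold change −1.03, standard error 0.33), *Pfkl* (−0.51, standard error 0.15) and *Suclg2* (1.34, standard error 0.36) had an unadjusted *p*-value under 0.05 by edgeR's quasi-likelihood test, and 0 passed when adjusted over the list alone or over all rows. The locus sum of *Pfkl* had a log2 fold change of 0.0170, so the change of its row was not seen in the sum.

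Outside the paper's tables of named genes, the row with the smallest adjusted *p*-value was a row without a symbol of the *Sfr1* locus, with a log2 fold change of 2.70 (standard error 0.24, unadjusted *p* = 3.0e-05, adjusted *p* = 0.920 by edgeR's quasi-likelihood test). The row with the symbol *Sfr1* changed by −0.56 and the locus sum by −0.03. Among rows without a symbol that were lower in *fat-1*, it was a row of the *Paxx* locus, with −2.05 (standard error 0.31). The rows with a symbol with the smallest *p*-values were *Garre1*, *Arfip1* and *Tmc8* among those higher in *fat-1* and *Rpa1*, *Terc* and *Gm14278* among those lower. *Gm14278* had 4, 4 and 2 counts in the *fat-1* samples and 23, 20 and 25 in the WT samples, and its locus has no other row.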
